# Acute postoperative pain and dorsal root ganglia transcriptomic signatures following total knee arthroplasty (TKA) in rats: An experimental study

**DOI:** 10.1371/journal.pone.0278632

**Published:** 2022-12-06

**Authors:** David E. Komatsu, Sardar M. Z. Uddin, Chris Gordon, Martha P. Kanjiya, Diane Bogdan, Justice Achonu, Adriana DiBua, Hira Iftikhar, Amanda Ackermann, Rohan J. Shah, Jason Shieh, Agnieszka B. Bialkowska, Martin Kaczocha

## Abstract

Total knee arthroplasty (TKA) is the final treatment option for patients with advanced knee osteoarthritis (OA). Unfortunately, TKA surgery is accompanied by acute postoperative pain that is more severe than arthroplasty performed in other joints. Elucidating the molecular mechanisms specific to post-TKA pain necessitates an animal model that replicates clinical TKA procedures, induces acute postoperative pain, and leads to complete functional recovery. Here, we present a new preclinical TKA model in rats and report on functional and behavioral outcomes indicative of pain, analgesic efficacy, serum cytokine levels, and dorsal root ganglia (DRG) transcriptomes during the acute postoperative period. Following TKA, rats exhibited marked deficits in weight bearing that persisted for 28 days. Home cage locomotion, rearing, and gait were similarly impacted and recovered by day 14. Cytokine levels were elevated on postoperative days one and/or two. Treatment with morphine, ketorolac, or their combination improved weight bearing while gabapentin lacked efficacy. When TKA was performed in rats with OA, similar functional deficits and comparable recovery time courses were observed. Analysis of DRG transcriptomes revealed upregulation of transcripts linked to multiple molecular pathways including inflammation, MAPK signaling, and cytokine signaling and production. In summary, we developed a clinically relevant rat TKA model characterized by resolution of pain and functional recovery within five weeks and with pain-associated behavioral deficits that are partially alleviated by clinically administered analgesics, mirroring the postoperative experience of TKA patients.

## Introduction

Pain arising from osteoarthritis of the knee is highly prevalent in the population and adversely affects both quality of life and worker productivity, costing the US economy over $150 billion annually [1–3]. Osteoarthritis (OA) is a progressive disease characterized by degradation of articular cartilage, subchondral bone damage, and inflammation of synovial tissues mediated by immune cell infiltration of joint tissues, extracellular matrix proteases, and pro-inflammatory cytokines [4]. OA is accompanied by significant pain that is commonly managed using topical nonsteroidal anti-inflammatory drugs (NSAIDs), in preference to oral NSAIDs, whose long-term utilization can result in adverse effects in multiple organs [5]. Total knee arthroplasty (TKA) is the current gold-standard intervention to alleviate pain and improve mobility in end-stage OA. TKA involves surgically replacing the articulating joint surfaces with prostheses. Approximately 700,000 TKAs are performed annually in the United States alone and this is projected to reach 1–2 million cases per year by 2030 [6].

TKA induces significant acute postoperative pain despite the use of multimodal analgesia [7–11]. Postoperative pain subsequent to surgical incision is functionally linked to increased sensitization and output of nociceptors, primary afferent neurons that transmit noxious stimuli from the site of injury to the spinal cord [12,13]. The development of new analgesics is hampered by our incomplete understanding of the molecular determinants of post-TKA pain, notably in dorsal root ganglia (DRG) that house the cell bodies of primary afferent neurons.

Elucidation of such pathways necessitates a preclinical TKA model that closely mimics the clinical procedure as well as outcomes including acute postoperative pain and recovery of function. While several TKA models have been reported in rats [14–17], none of these have demonstrated responsiveness to analgesia and complete restoration of knee function as reported in clinical studies. Herein, we describe a new preclinical model of TKA in rats that is accompanied by behaviors indicative of acute postoperative pain responsive to clinically employed analgesics, and exhibits functional recovery and pain resolution as observed in TKA patients. Demonstrating the utility of this model, mRNA sequencing (RNA-seq) of DRGs identified multiple transcripts and molecular pathways that are upregulated during the acute postoperative period, thus expanding our understanding of acute postsurgical pain.

## Materials and methods

### Ethics statement

All animal procedures were approved by the Stony Brook University Animal Care and Use Committee (#564663) prior to study initiation and met or exceeded United States Public Health Service Policy on Humane Care and Use of Laboratory Animals. Data reporting in the manuscript follows the recommendations in the ARRIVE guidelines.

### Prosthesis fabrication

To design the rat knee prosthesis, the tibial and femoral condyles of skeletally mature, 300 g Sprague Dawley rats were measured using digital calipers (Cen-tech) (Fig 1A and 1B). A tool and die corresponding to the curvature of the femoral and tibial implants were machined out of steel and heat-hardened. Implant outlines were then cut from flat, 1.5 mm thick 316 stainless steel. These pieces were positioned between the tool and die, loaded in a hydraulic press, and compressed to generate the prothesis curvature. A 1.5 mm diameter stainless steel stem was then spot welded to the bottom of each implant, and they were polished and autoclaved prior to implantation (Fig 1C). Each pair of implants weighed ~350 mg.

**Fig 1:**
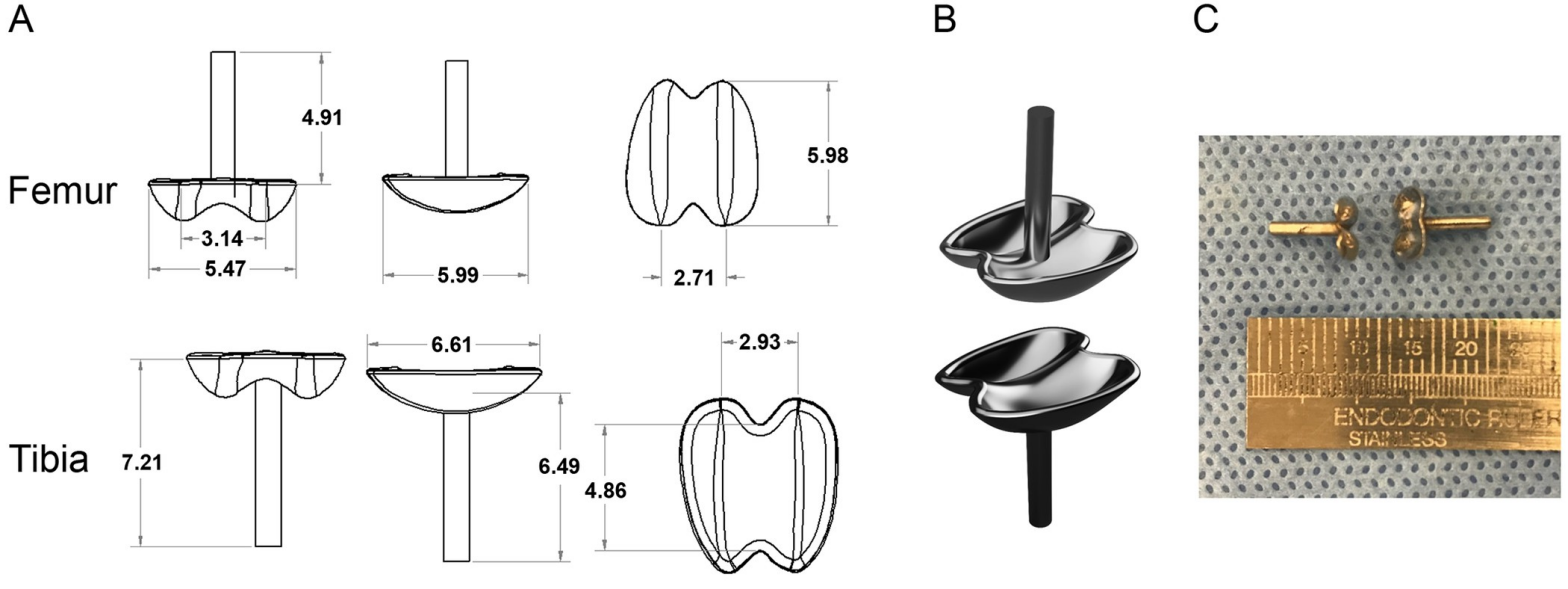
TKA prostheses design. Femoral and tibial prostheses were designed based on the dimensions of skeletally mature Sprague Dawley rats. (**A**) Measurements (mm) and schematic representation of the tibial and femoral prostheses. (**B**) Surface rendered model of femoral and tibial prostheses. (**C**) Photograph of the manufactured prostheses.

### Surgical procedures

Three-hundred-gram male and female Sprague Dawley rats (Envigo) were obtained and individually housed with *ad libitum* access to food and water. Lighting was maintained on a 12-hour light/dark cycle, temperature was kept at 22 ± 2°C, and humidity was constant at 50 ± 10% relative humidity. The animal cages were kept in the same location for the duration of each study. Rats were randomized to surgical groups by body weight and sex, and the behavioral outcome measures were performed in a random order each day by researchers who were blinded to the experimental conditions. All animals were monitored daily for one week after surgery and weekly thereafter for signs of distress and surgical site healing. At the end of the experiment, the animals were euthanized by CO_2_ inhalation followed by decapitation.

### TKA surgery

For the TKA surgery, the rats were anesthetized with isoflurane and their left knees were sterilely prepped. An anterior midline incision (~20 mm) was made through the skin and fascia over the patella. A medial parapatellar incision was then made from the distal quadriceps to the tibial plateau and the patella was dislocated laterally to expose the knee (Fig 2A). The medial and lateral menisci were removed and the distal femur and proximal tibia were then reamed with a 1.3 mm k-wire (Zimmer) using a rotary cutting tool (Dremel, Robert Bosch Tool Corp) (Fig 2B and 2C). Next, the femoral and tibial condyles were trimmed using a diamond wafer blade attached to the rotary cutting tool (Fig 2D and 2E). Reaming and trimming were performed at slow rotation speeds under continuous sterile saline irrigation to remove debris and prevent thermal necrosis. The custom designed stainless steel femoral and tibial prostheses were press-fitted into the femur and tibia (Fig 2F). The patella was then reduced and the joint was closed using 4–0 resorbable sutures (Vicryl, Johnson and Johnson) (Fig 2G). The skin was then closed with 5–0 non-resorbable sutures (Prolene, Johnson and Johnson) (Fig 2H). Implant positioning was verified fluoroscopically (C-arm, Xi Tec) (Fig 2I and 2J).

**Fig 2:**
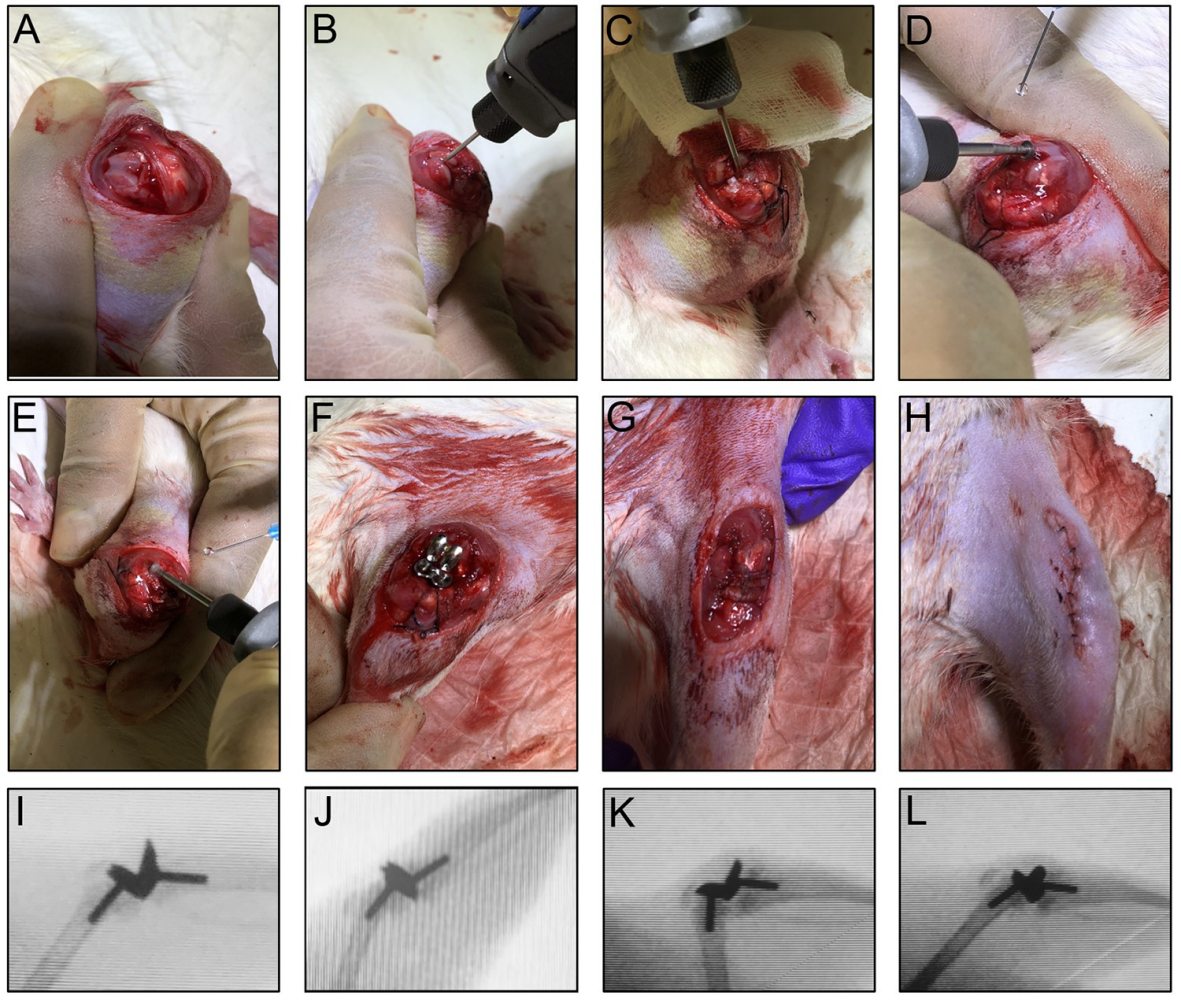
Surgical procedure and implant positioning. (**A**) Exposure of knee after anterior midline and medial parapatellar incisions. (**B**) Reaming of the femur. (**C**) Reaming of the tibia. (**D**) Trimming of the femoral condyle. (**E**) Trimming of the tibial condyle. (**F**) Knee after implantation of femoral and tibial prostheses. (**G**) Knee after patellar reduction and joint closure. (**H**) Knee after skin closure. (**I**) Fluoroscopic image of the knee in flexion immediately post-TKA. (**J**) Fluoroscopic image of the knee in extension immediately post-TKA. (**K**) Fluoroscopic image of the knee in flexion 5 weeks post-TKA. (**L**) Fluoroscopic image of the knee in extension 5 weeks post-TKA.

### Sham surgery

For Sham surgery, the rats were anesthetized with isoflurane and their left knees were sterilely prepped. An anterior midline incision (~20 mm) was made through the skin and fascia over the patella. The skin was then closed with 5–0 non-resorbable sutures. This procedure served as a control for both the TKA and DMM surgeries.

### DMM surgery

The destabilized medial meniscus model (DMM) [18,19] was used to induce OA. This is a surgical model of post-traumatic OA that replicates the clinical etiology of secondary OA and is not associated with the strong inflammatory response seen in chemically-induced OA models [20]. The rats were anesthetized with isoflurane and their left knees were sterilely prepped. An anterior midline incision (~20 mm) was made through the skin and fascia over the patella. A medial parapatellar incision was then made from the distal quadriceps to the tibial plateau and the patella was dislocated laterally to expose the knee. The medial meniscus was destabilized by transecting the anterior horn with a scalpel. The patella was then reduced and the joint was closed using 4–0 resorbable sutures. The skin was closed with 5–0 non-resorbable sutures and the animals received buprenorphine for postoperative analgesia. The rats underwent TKA surgery four weeks after the DMM or sham procedure as described above.

### Incapacitance

Rats were placed in a small animal incapacitance meter (IITC Life Sciences, US) and six discrete 15-sec recordings were collected on the indicated days as we previously reported [21]. The ratio of the weight placed on the left to the right hind limb is reported. The rats were acclimated to the apparatus for one week prior to TKA surgery and incapacitance was recorded at baseline and at the indicated time points.

### Home cage–locomotion and rearing

Locomotion and rearing activity during the 12-hour dark phase was quantified on the indicated days using the PAS Home Cage system (San Diego Instruments, US) as we previously described [21]. Rats were singly housed, and baseline, as well as post-TKA locomotion and rearing, were recorded for each animal. Normalized activity profiles (post-TKA/baseline) are presented for each group.

### Gait analyses

Gait analyses were conducted to assess the restoration of normal gait. An acrylic runway (120 cm long, 9 cm wide, and 30 cm high) was constructed to assess gait. A strip of white paper was cut to the length of the runway and placed at the bottom of the runway for each assessment. The hind paws of the rats were then dipped in nontoxic carbon ink (Platinum, Japan) and they were placed at the open end of the runway and allowed to walk to the darkened reward box on the other side. The paper strips were collected for calculation of SFI [22] and Stride Length.

### Sciatic Functional Index (SFI)

SFI was originally developed as a measure of sciatic nerve function and is based on measurements of toe spread and pawprint length [22]. We noted that rats limped following TKA surgery and this was reflected in pawprints that demonstrated reduced toe spread and shortened pawprint length. As such we used SFI as an index of gait recovery following surgery. To do so, the normal and experimental print length (NPL & EPL), toe spread (NTS & ETS), and intermediate toe spread (NITS & EITS) were measured. The right leg served as the control and the left as the experimental. Measurements were taken from three consecutive steps with a continuous gait. The mean of the three measurements for each parameter was then used to calculate SFI via the following equation [22]: SFI = -38.3 (EPL–NPL)/NPL + 109.5(ETS-NTS)/NTS + 13.3(EITS-NITS)/NITS– 8.8.

The rats were acclimated to this procedure for one week prior to surgery and SFI was calculated at baseline and at the indicated time points.

### Stride length

In addition to reduced toe spread and shortened pawprint length, we also observed that limping in rats was characterized by a reduced distance between steps. Therefore, we used stride length as an additional measure of gait recovery following surgery. Using the same strips, the distance between the front edge of the central paw pad was measured. The measurements were taken for the left and right paws from the same three consecutive steps used for SFI calculations. The mean stride length of the left paw was divided by the mean stride length of the right paw stride and the results reported as normalized stride length.

### ELISA

Whole blood samples were collected from the tail vein on the indicated days into BD Microtainer Tubes (SST Clear/Amber 365967) and serum separation was performed according to the manufacturer’s instructions. Serum levels of TNFα (R&D Systems #RTA00) and IL-6 (R&D Systems #R6000B) were determined by ELISA. The plates were read on a microplate reader (SpectraMax i3X, Molecular Devices) and absorbance was read at 450 nm with wavelength correction set at 540 nm (SoftMax Pro 6.5, Molecular Devices).

### Drug administration

Morphine (Hikma), ketorolac (Cayman Chemical), and gabapentin (Acros Organics) were administered in a volume of 1 μl/g body weight. Morphine (1 mg/kg, dissolved in sterile saline) was given as a subcutaneous injection while ketorolac (10 mg/kg, dissolved in sterile saline) and gabapentin (100 mg/kg, dissolved in sterile saline) were given as intraperitoneal injections. Outcomes were measured prior to drug administration and one hour after administration.

### RNA sequencing

mRNA sequencing (RNA-seq) was used to explore gene expression profiles of L3-L4 DRGs collected from three male and female naive, sham, and TKA rats. Rats were euthanized by exsanguination after deep isoflurane anesthesia. Laminectomy was performed to allow direct access to the ipsilateral L3-4 DRGs. The DRGs were immediately preserved and stabilized in RNAlater (#R0901, Sigma). Total RNA was extracted using the PureLink RNA Mini Kit (#12183018A, Invitrogen/Thermo Fisher Scientific) following the manufacturer’s instructions, and treated on column to degrade contaminating DNA with PureLink DNase (#12185–010, Invitrogen/Thermo Fisher Scientific). Purified total RNA was eluted from the column with RNase-free water. RNA integrity number (RIN) was measured using a BioAnalyzer (Agilent 2100) and all samples delivered a RIN value > 6.8. cDNA library construction and paired-end 150 bp sequencing were performed on Illumina NovaSeq platforms by Novogene (Davis Lab, Sacramento, CA) and subsequently tested for quality (Library QC) with Qubit, real-time PCR for quantification, and BioAnalyzer for size distribution detection. Pair-end reads were aligned to the rat genome (RGSC 6.0/rn6) using HISAT2, transcript counts were quantified with FeatureCounts, and differentially expressed genes (DEGs) were identified with DESeq2 package (Usegalaxy.org) [23]. Gene expression fold-change ≥ 1.5 and false discovery rate (FDR) < 0.05 were set as the threshold values for subsequent analysis. Gene set enrichment analysis with ClusterProfiler was performed in R (https://learn.gencore.bio.nyu.edu). Heatmaps were generated using Seqmonk (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk). The GEO accession number for these RNA-seq data is: GSE195833

### Statistical analysis

A power calculation based on preliminary incapacitance data was conducted to determine the appropriate sample size. It was assumed that the resulting data would be normally distributed and One-way ANOVA would be used to assess differences of >10% between time points at alpha of 0.05 and power of 0.80. The power analysis was performed using an automated calculator [24] and revealed that a sample size of 8 would be required. Results are reported as group mean +/- standard error of the mean. Analgesic data were also transformed to % Reversal = (100*[After-Before]/[1-Before]) and reported as dot plots showing individual data points and group means (bars). Normality was first assessed using Shapiro-Wilk tests. Subsequently, comparisons between groups for longitudinal outcomes were made using One-way ANOVA followed by Dunnett’s multiple comparisons with the baseline data as the control group. Before and after comparisons for the analgesic responses were made using paired t-tests. All analyses were conducted on non-normalized data using Prism (Ver. 9, GraphPad) with significance set at p < 0.05.

## Results

### Prosthesis design and TKA surgery

The prostheses were designed based on the tibial and femoral condyles of skeletally mature Sprague Dawley rats and machined from stainless steel (Fig 1). TKA surgeries were successfully conducted as evidenced by full passive range of motion that was achieved postoperatively (Fig 2 and S1 Video). Moreover, the implants retained their position for the duration of the study (Fig 2K and 2L). Compared to baseline, the rats showed pronounced limping after TKA surgery (S2 and S3 Videos), which fully recovered by day 35 (S4 Video).

### Pain and functional recovery after TKA

We employed multiple approaches to assess postoperative behaviors indicative of pain and functional recovery including incapacitance, home cage locomotion and rearing, sciatic functional index (SFI), and stride length. In addition, we assessed systemic inflammation by quantifying serum levels of interleukin-6 (IL-6) and tumor necrosis factor alpha (TNFα), which are known to be elevated after TKA surgery in humans [25–28].

As expected, TKA induced pronounced incapacitance in the surgical limb, which did not recover to baseline levels until postoperative day 35 (Fig 3A). In comparison, sham surgery did not affect incapacitance (Fig 3A). In addition to weight-bearing deficits, animals experiencing postoperative pain exhibit reduced ambulation and rearing [21,29–32]. Consistent with these observations, home cage locomotion and rearing were diminished after TKA, with significant reductions in both of these outcomes for the first 7 days following surgery (Fig 3B and 3C). Again, no changes in either outcome were observed in the sham controls. Due to the pronounced limping seen in the first postoperative week (S3 Video), gait assessments began on day 7. Consistent with the home cage data, TKA rats exhibited significant reductions in SFI and stride length on day 7 that returned to baseline by day 14 (Fig 3D and 3E). No gait changes were observed in the sham group (Fig 3D and 3E).

**Fig 3:**
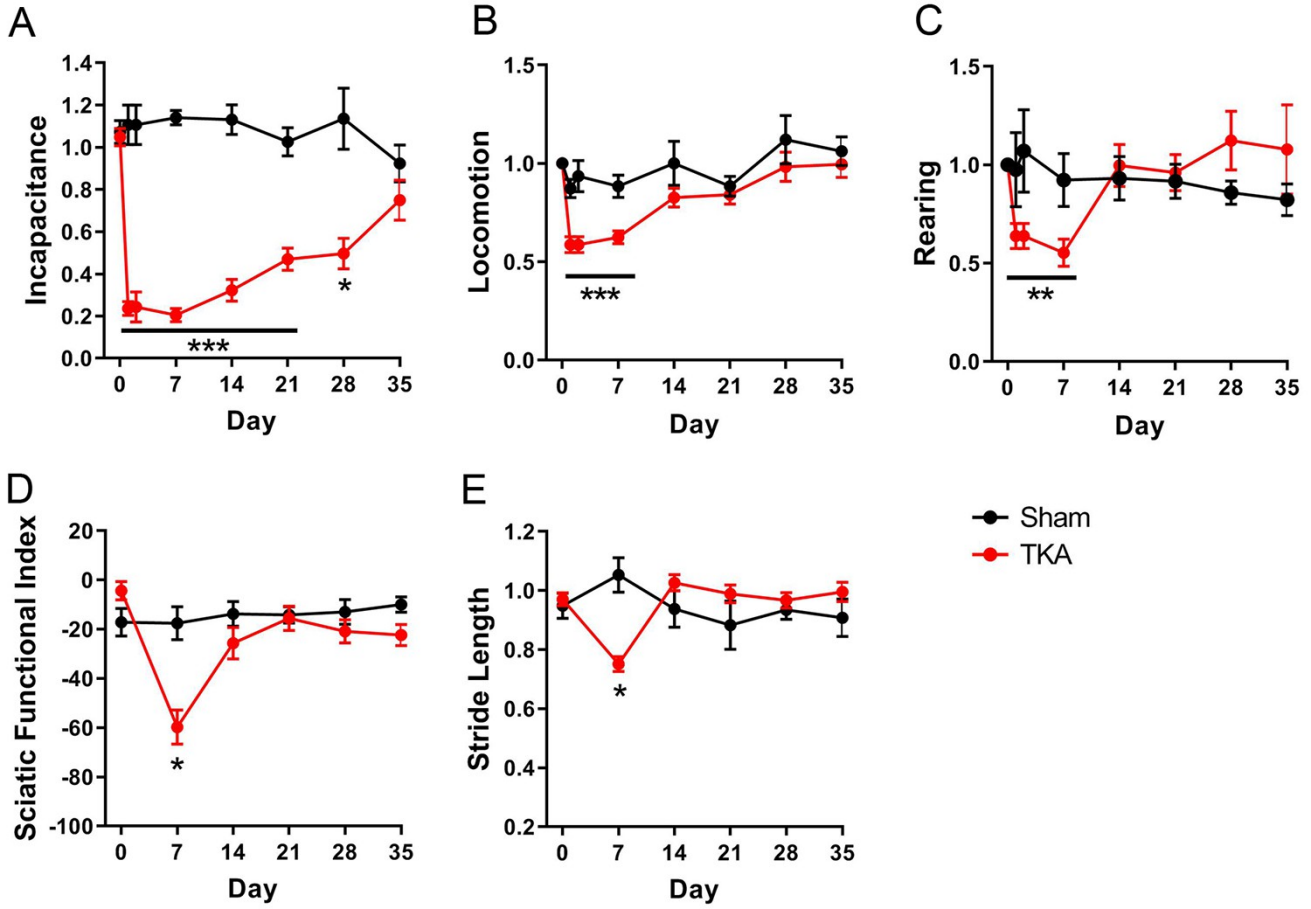
Functional recovery after TKA surgery. Recovery from surgery was evaluated over 35 days using a range of behavioral outcomes to compare rats subjected to TKA and sham surgery. (**A**) Incapacitance, (**B**) home cage locomotion, (**C**) rearing, (**D**) SFI, and (**E**) stride length. *, p < 0.05; **, p < 0.01; ***, p < 0.001 vs baseline, as determined by One-way ANOVA followed by Dunnett’s post-hoc test (n = 8).

TKA induces an acute inflammatory response as evidenced by elevated serum pro-inflammatory cytokines after surgery [25–28,33]. In agreement with the clinical data, serum cytokine analysis revealed elevated levels of IL-6 and TNFα after TKA surgery (Fig 4). IL-6 levels were significantly elevated on day 1 and then gradually returned to baseline (Fig 4). TNFα peaked on day 2 and subsequently returned to baseline.

**Fig 4:**
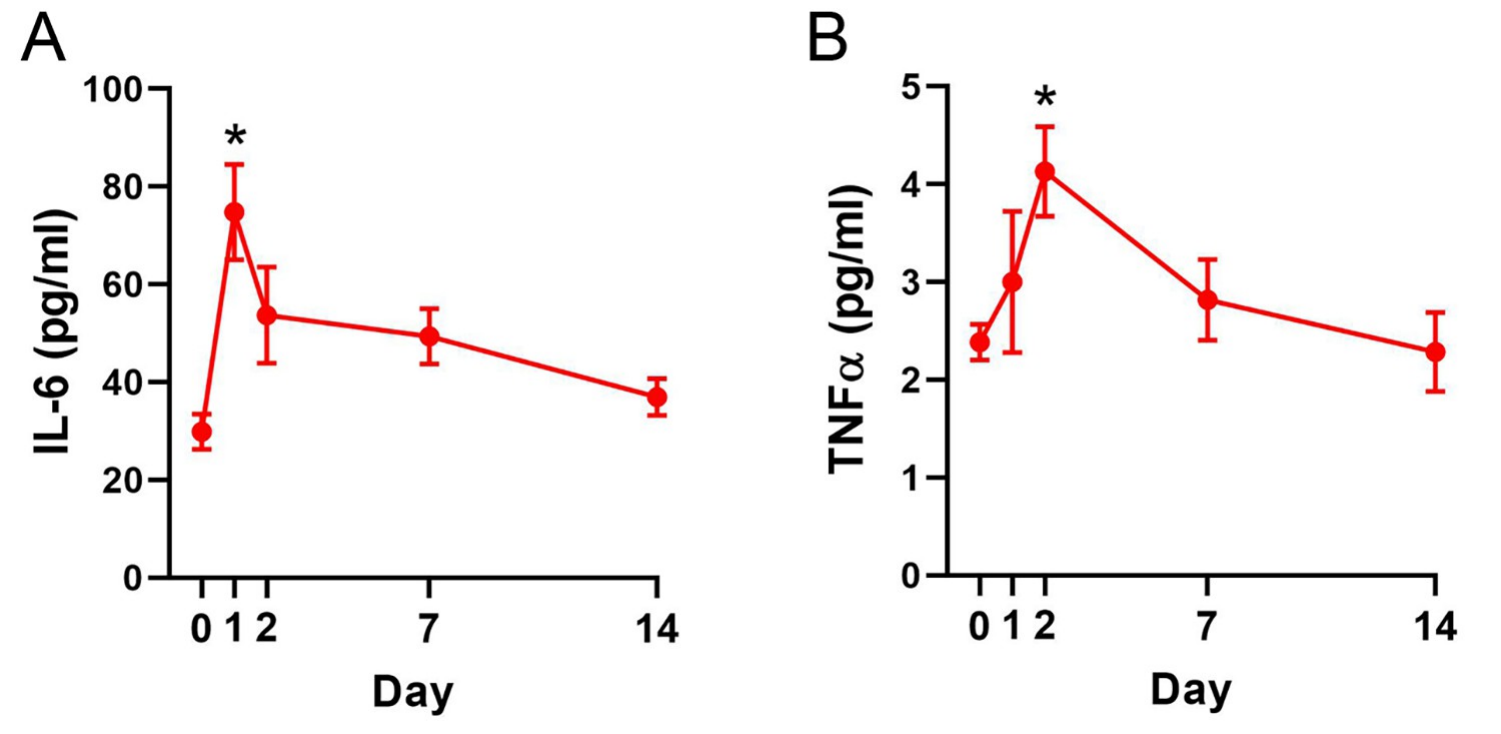
Serum IL-6 and TNFα levels after TKA. Levels of (**A**) IL-6 and (**B**) TNFα at baseline (day 0) and up to 14 days after TKA. *, p < 0.05 vs baseline as determined by One-way ANOVA followed by Dunnett’s post-hoc test (n = 6).

### Acute postoperative pain and analgesic efficacy

As our TKA model induces functional deficits, we sought to determine if these deficits reflect postoperative pain. To test this, we administered morphine and ketorolac, two analgesics commonly used to manage acute postoperative pain. Incapacitance was assessed before and after drug administration on day 1, to reflect the immediate postoperative period characterized by elevated cytokine levels and on day 7, a time point at which inflammatory cytokine levels were no longer different from presurgical baselines (Fig 4). Administration of morphine or ketorolac individually partially restored weight bearing on day 1 with the combined administration of both analgesics showing increased efficacy (Fig 5A and 5B), consistent with clinical utilization of multimodal analgesia post-TKA. On day 7, morphine continued to exhibit efficacy in improving incapacitance while ketorolac did not, presumably reflecting reduced inflammation at this time point (Fig 5C and 5D). Given the lack of efficacy for ketorolac on day 7, the combination of morphine and ketorolac was not tested. Administration of vehicle had no effect on incapacitance.

**Fig 5:**
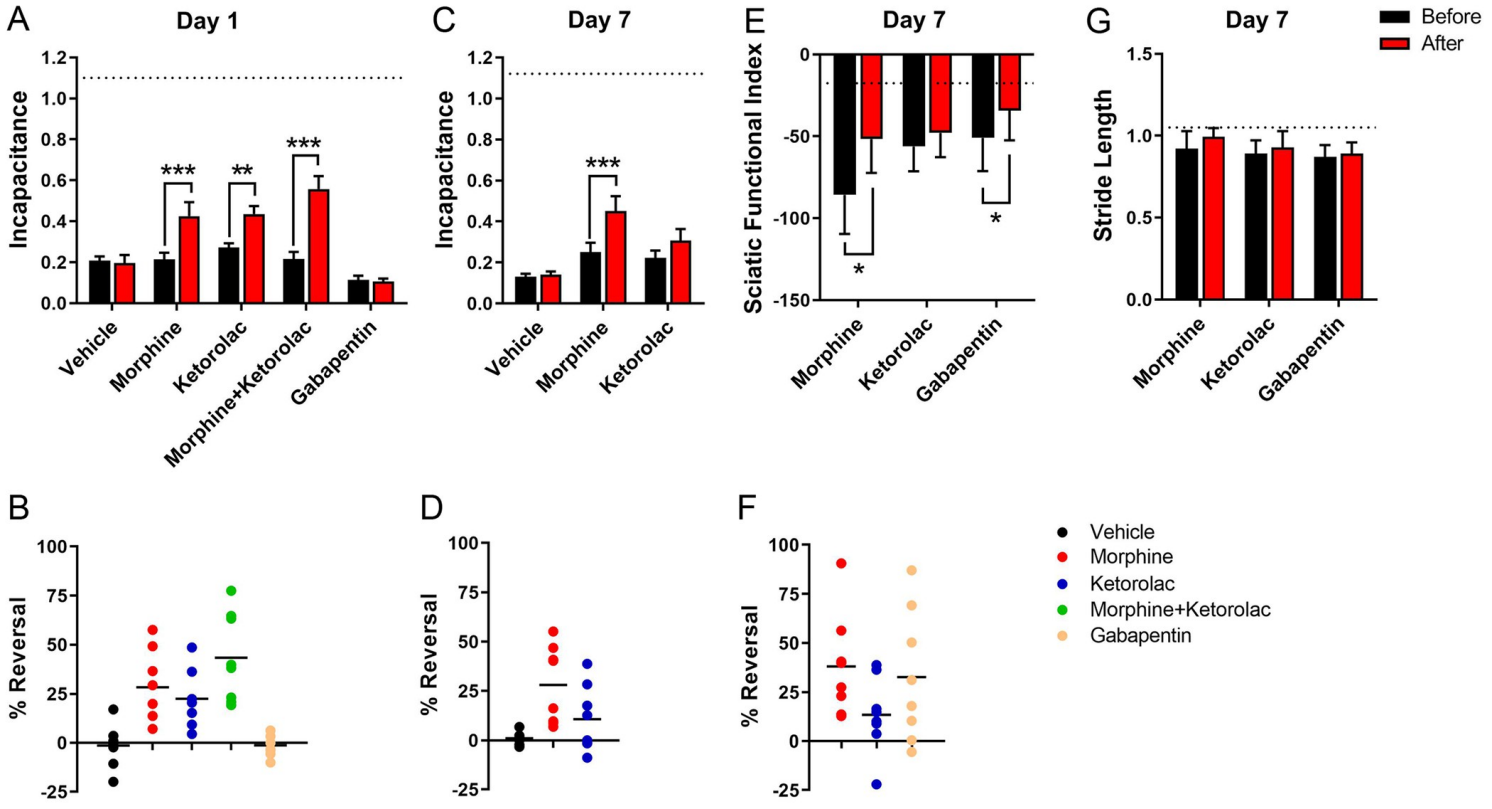
Analgesic efficacy after TKA surgery. (**A**) Incapacitance on day 1 before and after vehicle (saline), morphine (1 mg/kg), ketorolac (10 mg/kg), combined ketorolac and morphine, or gabapentin (100 mg/kg). Dashed line indicates the mean incapacitance value of the Sham group. (**B**) Percent reversal of incapacitance for each rat in **A**. (**C**) Incapacitance on day 7 before and after vehicle, morphine, or ketorolac. Dashed line indicates the mean incapacitance value of the Sham group. (**D**) Percent reversal of incapacitance for each rat in **C**. (**E**) SFI on day 7 before and after morphine, ketorolac, or gabapentin. Dashed line indicates the mean SFI value of the Sham group. (**F**) Percent reversal of SFI for each rat in **E**. (**G**) Stride length on day 7 before and after morphine, ketorolac, or gabapentin. Dashed line indicates the mean stride length value of the Sham group. *, p < 0.05; **, p < 0.01; ***, p < 0.001, as determined by paired t-tests (n = 8).

The effects of morphine and ketorolac on gait were evaluated on day 7 due to the profound limping observed during the first week after surgery (S3 Video). Consistent with the incapacitance results, morphine improved SFI (Fig 5E and 5F), indicating that the deficits in SFI reflect postoperative pain. Similar to incapacitance, ketorolac was also unable to rescue SFI on day 7. Stride length was unaffected by morphine or ketorolac (Fig 5G), indicating that this outcome measure has poorer sensitivity than incapacitance or SFI in measuring pain.

Next, we determined whether our model can discriminate between clinically effective and ineffective analgesics. Gabapentin is an anticonvulsant that is routinely added to multimodal analgesia protocols to manage acute postoperative pain after TKA, although recent meta-analyses indicate a lack of efficacy [34,35]. Consistent with these clinical observations, gabapentin failed to alter incapacitance (Fig 5A and 5B). Interestingly, gabapentin improved SFI, suggesting that there may be a neuropathic component to post-TKA pain in our model (Fig 5E and 5F). Collectively, these results demonstrate that our rat TKA model induces pain that can be partially alleviated by clinically efficacious analgesics.

### Influence of OA on pain and functional recovery after TKA

As OA is the major indication for TKA surgery, we assessed whether pre-existing OA influences recovery in our TKA model. OA was induced using the destabilized medial meniscus model (DMM) [18,19]. Four weeks later, the establishment of OA was confirmed by radiographic evidence of joint narrowing, histological evidence of cartilage degradation, and weight bearing deficits (Fig 6A–6C). Consequently, this time point was selected as the starting point for TKA surgery. Similar to TKAs performed in healthy rats, marked reductions in post-TKA incapacitance were observed in OA rats that persisted until day 21, with full recovery at day 35 (Fig 6D). Home cage locomotion and rearing were reduced at day 7 and recovered by day 14 (Fig 6E and 6F). Gait also demonstrated comparable recovery kinetics to healthy rats, with SFI significantly impaired on day 7 and stride length significantly impaired on days 7 and 14 (Fig 6G and 6H). None of these parameters were altered in the sham group. Collectively, our data suggest similar recovery patterns in rats with established OA compared to healthy rats.

**Fig 6:**
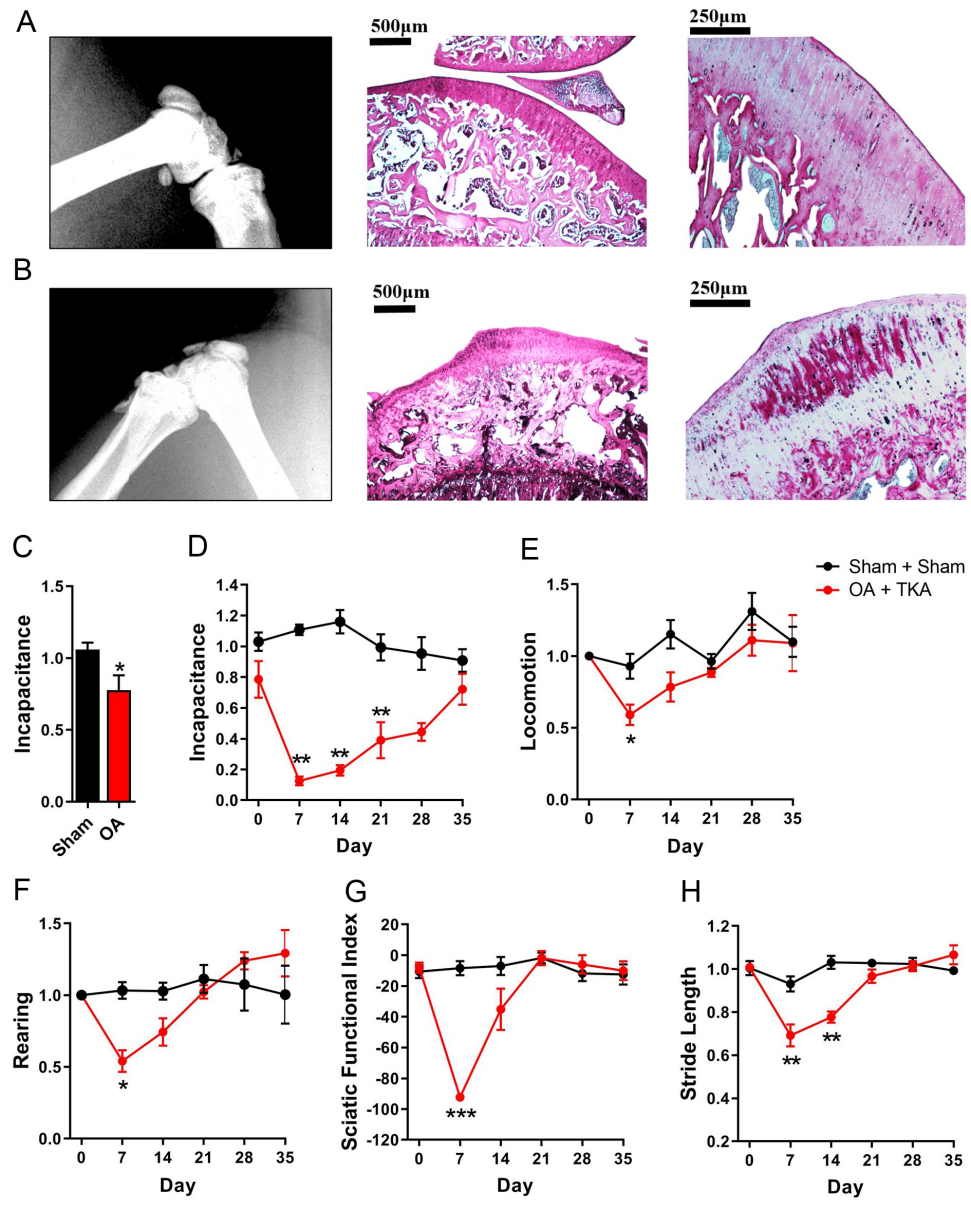
Functional recovery after TKA surgery in rats with OA. (**A**) Lateral knee radiograph (left), H&E (middle), and Sirius red (right) staining of the proximal tibia from a healthy rat. (**B**) Lateral knee radiograph (left), H&E (middle), and Sirius red (right) staining of the proximal tibia from an OA rat 4 weeks post-DMM surgery. (**C**) Incapacitance at 4 weeks after DMM or Sham surgery. *, p < 0.05, as determined by unpaired t-test (n = 8). For **D-H**, rats underwent TKA or Sham surgery 4 weeks after OA induction via DMM (OA + TKA) or Sham (Sham + Sham) procedures, respectively. (**D**) Incapacitance, (**E**) home cage locomotion, (**F**) rearing, (**G**) SFI, and (**H**) stride length. *, p < 0.05; **, p < 0.01; ***, p < 0.001 vs baseline, as determined by One-way ANOVA followed by Dunnett’s post-hoc test (n = 8).

### DRG transcriptomic signatures after TKA

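Dorsal root ganglia (DRGs), which hold the cell bodies of the sensory neurons of the limb, were collected from 6 naive, 6 sham, and 6 TKA rats, with 3 rats labelled male and 3 labelled female in each group. Sham and TKA rats were sampled 24 h after surgery. The authors sequenced paired-end reads of 150 bp, aligned them to the rat genome with HISAT2, and deposited the number of reads that featureCounts assigned to each Ensembl transcript in each rat, without normalization. The table held 41078 transcripts, of which 26197 had at least 1 count in some rat. Total counts per rat ranged from 20519013 to 22953863 in naive rats (median 22075914), from 20230562 to 24696431 in sham rats (median 23160597), and from 20684787 to 29343899 in TKA rats (median 23354176). Counting per transcript leaves reads shared by overlapping isoforms uncertain, because the text of the paper does not give the settings for strand or overlapping features. From these counts, each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization, with the 12 rats of the pair only, on the transcripts kept by edgeR's filterByExpr. A transcript was called at an adjusted p-value (Benjamini-Hochberg) under 0.05 and a fold-change of at least 1.5, the thresholds of the paper. Levels are given as CPM (counts scaled to the library total) after TMM normalization. The library labelled female TKA rat 4 had 3472 counts on 3 transcripts on which rats labelled male had at least 3097 and the other rats labelled female at most 1, and 0 counts on 3 transcripts on which the other rats labelled female had at least 426 and rats labelled male at most 10.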

To identify transcriptomic changes accompanying acute postoperative pain, we performed RNA-seq on DRGs obtained from naïve, sham, and TKA rats 24h after surgery. Hierarchically clustered heat map analysis revealed differences in the global transcriptomic landscape between the TKA and sham groups (Fig 7A). 

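The whole profile of each rat was compared between the 6 sham and 6 TKA rats on log2 CPM (prior count 2) of the 15320 transcripts kept. The median Euclidean distance was 119 between pairs of sham rats, 119 between pairs of TKA rats, and 120 between a TKA and a sham rat. The pseudo-F statistic for the separation of the groups was 1.21 (exact permutation test over all 924 splits, one-sided, p = 0.175). A separation larger than that of other splits of these rats was therefore not shown, and a small one is not excluded. The alternative that moved the pseudo-F most, 1 minus the Spearman correlation as the distance, gave 1.97 (exact permutation p = 0.147). In average-linkage clustering of the 12 rats, the first division set TKA rat 2 apart from the other 11. The next divisions set apart sham rat 5 and then sham rat 4. Over all 18 rats, the first principal component held 27.6% of the variance, with TKA rat 2 at 186 and TKA rat 6 at 42.3. The other 4 TKA rats lay between -22.3 and 6.50, among the naive and sham rats. From the clustered heat map of Fig 7A, the paper states that the global transcriptomes of the TKA and sham groups differed.

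**Figure D1:**
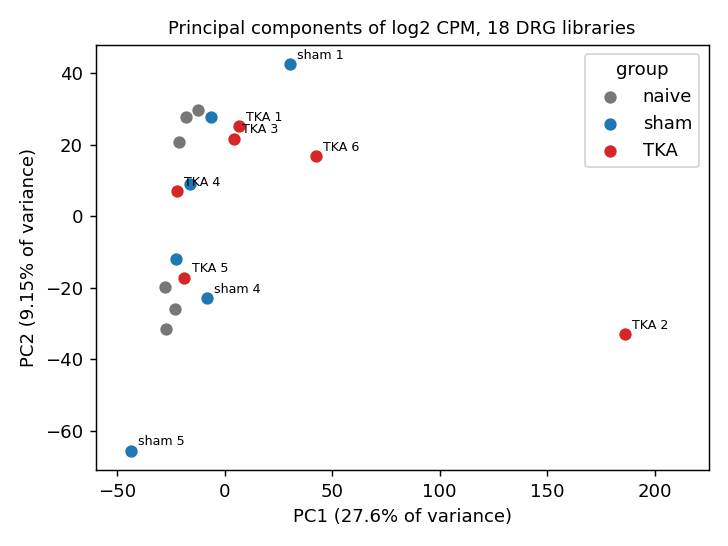
First and second principal components of log2 CPM, with the percent of variance on each axis (27.6% and 9.15%). Each point is 1 rat, coloured by group, and TKA rat 2 lies at 186 on the first component, far from the other 17 rats.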

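Across the 15320 transcripts tested between TKA and sham rats, 0 passed an adjusted p-value of 0.05 with edgeR's quasi-likelihood test, and 1355 had an unadjusted p-value under 0.05. The lowest adjusted p-value was 0.196. The alternative that moved this count most was DESeq2 without a prior on the fold-change, which called 68 transcripts. DESeq2 with a prior on the fold-change called 58, among them all 56 transcripts of Table 1. In edgeR's fit, all 56 changed in the direction given in Table 1, 47 upward and 9 downward, each by at least 1.5-fold, and their unadjusted p-values lay between 3.06e-05 and 0.00336. For 32 of the 56, all 6 TKA rats lay beyond all 6 sham rats in that direction, which chance gives for 0.108% of transcripts. The paper chose these 56 on the same rats, so these counts are not independent evidence. The transcript of *Zfp36* (ENSRNOT00000090129), which encodes a protein that destabilizes cytokine mRNAs, was at 53.9 ± 8.93 CPM (SD, n = 6) in TKA rats and 21.8 ± 7.84 CPM (SD, n = 6) in sham rats, a log2 fold-change of 1.31 (standard error 0.21, adjusted p = 0.196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 TKA rats were above all 6 sham rats (exact permutation test, two-sided, p = 0.00216, the smallest that 6 rats against 6 allow). With each rat left out in turn, this log2 fold-change stayed between 1.20 and 1.47. *Maff* (ENSRNOT00000017181) was at 12.6 ± 1.24 CPM (SD, n = 6) in TKA rats against 6.82 ± 1.07 CPM (SD, n = 6) in sham rats, and *Dhrs2* (ENSRNOT00000024483) fell from 2.62 ± 1.23 CPM (SD, n = 6) in sham rats to 0.282 ± 0.164 CPM (SD, n = 6) in TKA rats. Some of the 56 differed widely among TKA rats. *Steap4* was at 40.9 ± 29.8 CPM (SD, n = 6) in TKA rats, with the highest levels in rats 2 and 6. Measured against the sham mean on the log2 scale, 53 of the 56 lay on the side of Table 1 in TKA rat 1, and all 56 did in each of the other 5 TKA rats.

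**Figure D2:**
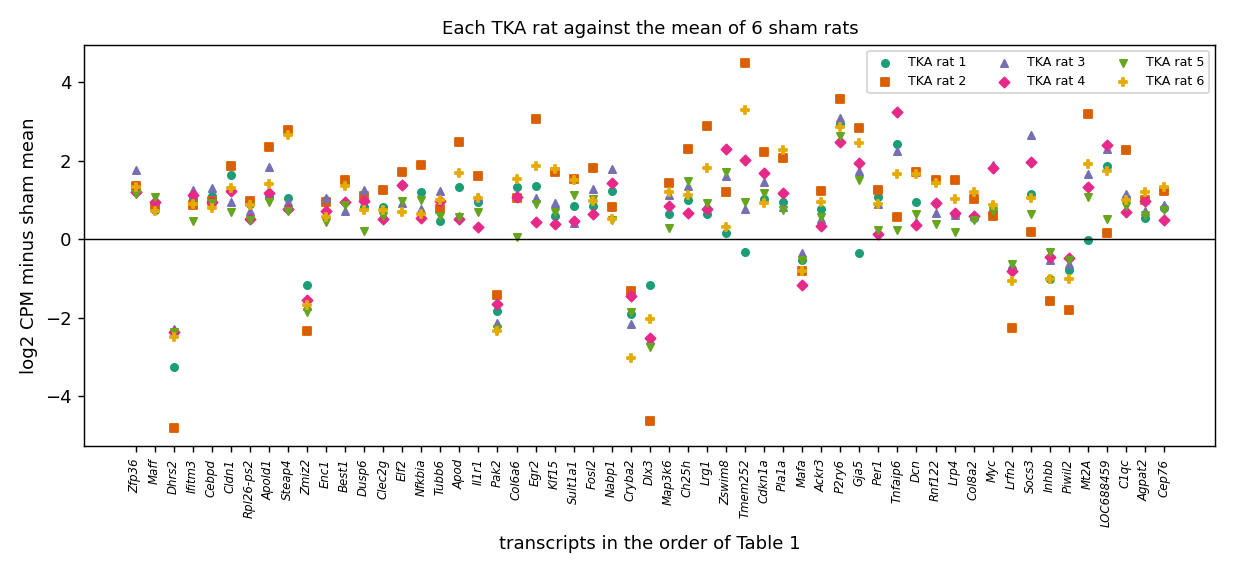
Log2 CPM of each TKA rat minus the mean of the 6 sham rats (vertical axis) for 55 transcripts in the order of Table 1 (horizontal axis). Each marker is 1 TKA rat, and 52 of the 55 markers of TKA rat 1 and all 55 of each other TKA rat lie on the side of the change given in Table 1.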

To identify differentially regulated transcripts, we filtered the data by focusing on genes exhibiting ≥1.5 fold-change, resulting in 56 transcripts (Fig 7B and Table 1). Gene Set Enrichment Analysis (GSEA) and pathway analyses for these transcripts identified highly ranked pathways associated with inflammatory response (*Il1r1*, *Apod*, *Zfp36*, *Per1*, *Tnfaip6*, *Socs3*, *Serpine1*), cytokine production (*Il1r1*, *Apod*, *Per1*, *Agpat2*), MAPK (*Zfp36*, *Dusp6*, *Map3k6*, *Ackr3*, *P2ry6*, *Per1*, *Myc*), transcription factor binding (*Zfp36*, *Egr2*, *Per1*, *Dcn*, *Myc*, *Socs3*), cytokine-mediated signaling (*Ifitm3*, *Ackr3*), and transmembrane receptor protein tyrosine kinase signaling (*Apod*, *Per1*, *Myc*, *Socs3*) (Fig 7C). 

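The paper drew these 6 lists from the transcripts above, and no gene set database was used here, so the data are those of the named transcripts. The lists name 16 different genes, and all 16 were higher in TKA than in sham rats, with log2 fold-changes between 0.75 and 2.53. None passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, while all 16 had an unadjusted p-value under 0.05. The median log2 fold-change was 1.39 over the 7 inflammatory response genes, 0.92 over the 4 cytokine production genes, 0.95 over the 7 MAPK genes, 1.25 over the 6 transcription factor binding genes, 0.84 over the 2 cytokine-mediated signaling genes, and 1.29 over the 4 receptor tyrosine kinase genes. These lists share members, and *Per1* is in several of them. *Il1r1* (ENSRNOT00000082146), the receptor for interleukin-1, was at 12.5 ± 3.95 CPM (SD, n = 6) in TKA rats and 6.20 ± 0.800 CPM (SD, n = 6) in sham rats, with all 6 TKA rats above all 6 sham rats. *Ifitm3* (ENSRNOT00000020265) was at 63.7 ± 11.2 CPM (SD, n = 6) against 33.2 ± 5.89 CPM (SD, n = 6), a log2 fold-change of 0.94 (standard error 0.15, adjusted p = 0.196 from edgeR's quasi-likelihood test). The paper's statement rests on its enrichment and pathway analyses, with plots in Fig 7C, which were not repeated here.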

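Some of the 56 transcripts belong to genes that single-cell data place in macrophages, others to genes placed in Schwann cells, the glia that wrap axons. That database was not used here, and the counts come from whole ganglia, so they hold the level of each transcript but not its cell, and do not separate more cells of a type from more transcript per cell. All 7 genes that the paper places in macrophages and all 8 that it places in Schwann cells were higher in TKA than in sham rats. All of them are raised transcripts of Table 1, chosen on these same rats, so their shared direction is not independent evidence. The log2 fold-changes ran from 0.89 to 2.53 (median 1.46) for the macrophage genes and from 0.75 to 2.06 (median 1.42) for the Schwann cell genes, and none passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test. *Cebpd* (ENSRNOT00000074586) was at 72.1 ± 9.59 CPM (SD, n = 6) in TKA rats and 36.5 ± 9.56 CPM (SD, n = 6) in sham rats. *Cldn1* (ENSRNOT00000002640) was at 41.7 ± 12.9 CPM (SD, n = 6) against 17.0 ± 4.80 CPM (SD, n = 6). For both, all 6 TKA rats were above all 6 sham rats. *Apod* (ENSRNOT00000073330) was at 894 ± 563 CPM (SD, n = 6) against 341 ± 36.8 CPM (SD, n = 6), and *Egr2* (ENSRNOT00000000792) at 98.1 ± 77.5 CPM (SD, n = 6) against 30.9 ± 10.5 CPM (SD, n = 6). These 2 transcripts and *Steap4* were highest in TKA rats 2 and 6. On the log2 scale *Apod* lay 2.48 and 1.70 above the sham mean in rats 2 and 6, *Egr2* 3.05 and 1.87, and *Steap4* 2.79 and 2.65. The mean level of the neurofilament transcripts *Nefl*, *Nefm*, and *Nefh*, lowest in TKA rats 2 and 6, was added as a covariate, chosen after the data were seen. With it, the log2 fold-change of *Apod* was 0.41 in place of 1.39, and that of *Egr2* 0.50 in place of 1.67. That of *Steap4* was 0.58 in place of 1.78, and that of *Cebpd* 1.08 in place of 0.98. The covariate was itself lower in TKA than in sham rats, so it can also take out part of an effect of TKA.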

Next, we queried a DRG single cell transcriptomic database to identify the potential cellular origin of these transcripts and found that the majority mapped to macrophages (*Zfp36*, *Maff*, *Egr2*, *Fosl2*, *P2ry6*, *Socs3*, *Serpine1*) and/or Schwann cells (*Cebpd*, *Cldn1*, *Steap4*, *Apod*, *Egr2*, *Ackr3*, *Tnfaip6*, *Socs3*) [36]. 

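Between sham and naive rats, 15153 transcripts were tested and 0 passed an adjusted p-value of 0.05 with edgeR's quasi-likelihood test. An unadjusted p-value under 0.05 was found for 625, or 4.12%, which is less than that threshold gives by chance. *Ccl2* (ENSRNOT00000009448), which encodes a chemokine that attracts monocytes, was at 22.7 ± 6.85 CPM (SD, n = 6) in sham rats and 11.4 ± 1.96 CPM (SD, n = 6) in naive rats, a log2 fold-change of 1.00 (standard error 0.19, adjusted p = 0.648 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 sham rats were above all 6 naive rats (exact permutation test, two-sided, p = 0.00216, not adjusted for the number of transcripts). With each rat left out in turn, the log2 fold-change stayed between 0.86 and 1.08. DESeq2 without a prior on the fold-change moved this comparison most and called 5 transcripts. With the prior, *Ccl2* had a log2 fold-change of 0.58 and an adjusted p-value of 0.0045 in DESeq2. The other 3 transcripts that the S1 Table lists under an adjusted p-value of 0.05 were also higher in sham rats. *Alkal2* was at 9.84 ± 4.85 CPM (SD, n = 6) in sham rats against 1.79 ± 1.28 CPM (SD, n = 6) in naive rats, *Vgf* at 52.5 ± 15.3 CPM (SD, n = 6) against 30.1 ± 2.30 CPM (SD, n = 6), and *Pak2* at 4.72 ± 3.74 CPM (SD, n = 6) against 0.471 ± 0.326 CPM (SD, n = 6). In TKA rats *Ccl2* lay between 30.5 and 57.2 CPM in 5 rats and at 0.521 CPM in TKA rat 2.

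**Figure D3:**
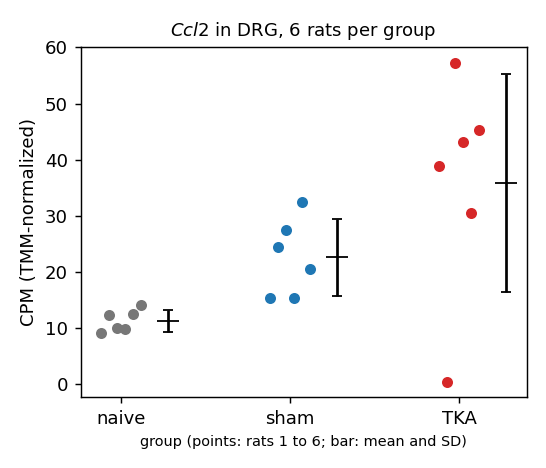
*Ccl2* in CPM (vertical axis) in naive, sham, and TKA rats, normalized over all 18 rats. Points are rats and bars are the mean and SD of 6 rats, and every sham rat (15.3 to 32.5 CPM) lies above every naive rat (9.10 to 14.1 CPM).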

We also compared sham to the naïve group and identified *Ccl2* as the sole upregulated transcript (S1 Table).

**Fig 7:**
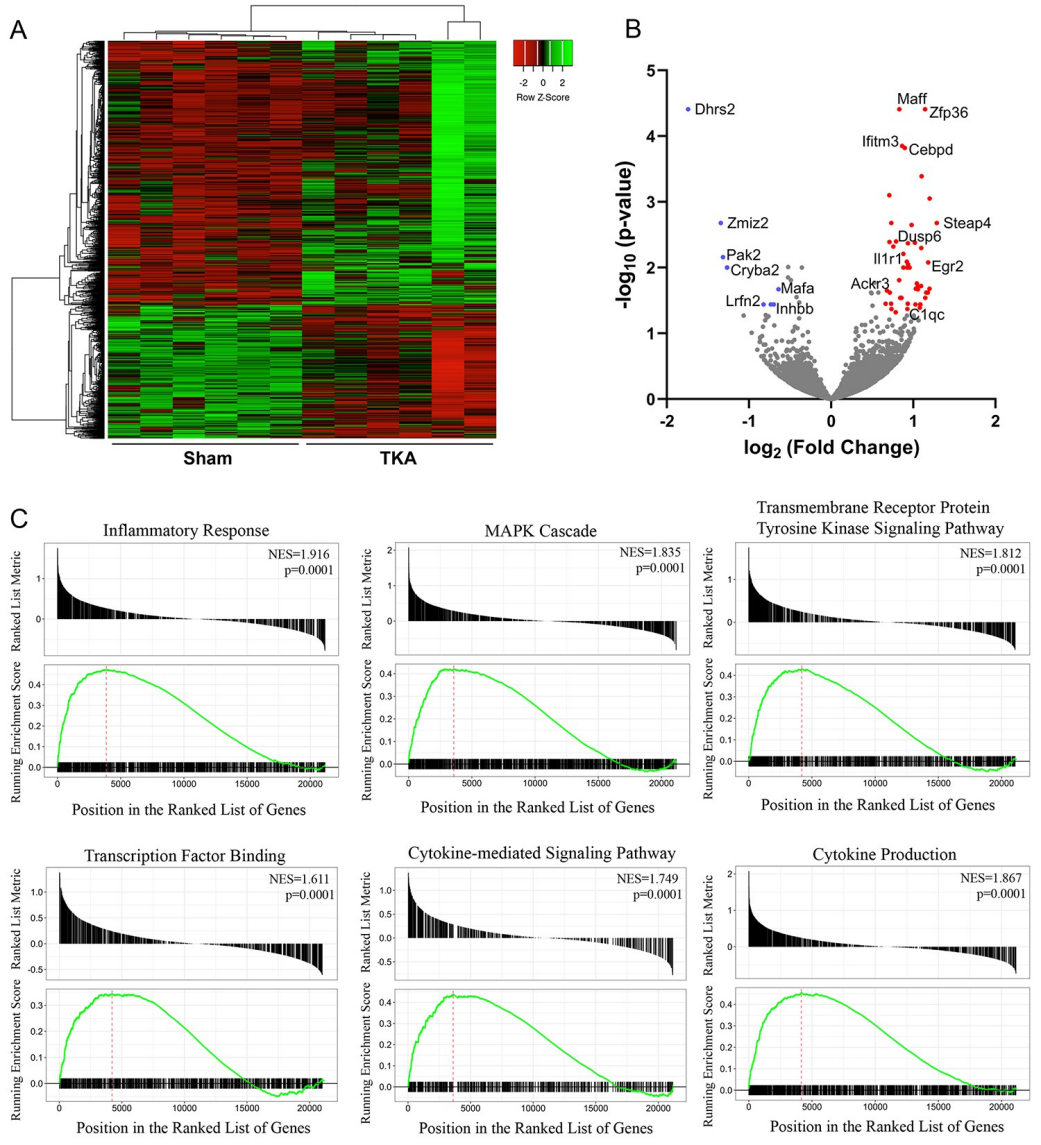
DRG transcriptome evaluation 24h after TKA surgery. (**A**) Hierarchically clustered heat map comparing DRG transcriptomes between individual Sham and TKA rats (n = 6). (**B**) Volcano plot showing relative expression of DRG transcriptomes from TKA rats compared to Sham. The x-axis shows the log2 fold change and the y-axis shows the -log_10_ adjusted p values. Thresholds for significant changes in expression were set at ≥1.5 fold-change and adjusted p values <0.05. Downregulated and upregulated genes are shown in blue and red, respectively. Several upregulated genes of interest are labeled. (**C**) Gene Set Enrichment Analysis (GSEA) plots for upregulated pathways in DRGs from TKA rats compared to Sham.

**Table 1:** Differentially expressed transcripts in DRGs 24h after surgery (TKA/sham).

Ensembl ID	Gene name	log2FC	Adjusted p value	Name
ENSRNOT00000090129	Zfp36	1.142	3.92E-05	ZFP35 ring finger protein
ENSRNOT00000017181	Maff	0.829	3.92E-05	V-maf avian musculoaponeurotic fibrosarcoma oncogene homolog F
ENSRNOT00000024483	Dhrs2	-1.742	3.92E-05	Dehydrogenase/reductase (SDR family) member 2
ENSRNOT00000020265	Ifitm3	0.863	0.000143	Interferon induced transmembrane protein 3
ENSRNOT00000074586	Cebpd	0.896	0.000150	CCAAT/enhancer binding protein (C/EBP), delta
ENSRNOT00000002640	Cldn1	1.101	0.000404	Claudin 1
ENSRNOT00000061041	Rpl26-ps2	0.708	0.000788	Ribosomal protein L26
ENSRNOT00000010289	Apold1	1.198	0.000888	Apolipoprotein L domain containing 1
ENSRNOT00000011432	Steap4	1.285	0.002094	STEAP family member 4
ENSRNOT00000052002	Zmiz2	-1.343	0.002094	Zinc finger, MIZ-type containing 2
ENSRNOT00000022144	Enc1	0.732	0.002105	Ectodermal-neural cortex 1 (with BTB domain)
ENSRNOT00000007320	Best1	0.979	0.002238	Bestrophin 1
ENSRNOT00000037844	Dusp6	0.790	0.004010	Dual specificity phosphatase 6
ENSRNOT00000083188	Clec2g	0.710	0.004118	C-type lectin domain family 2, member g
ENSRNOT00000047635	Elf2	1.020	0.004179	E74-like factor 2 (ets domain transcription factor)
ENSRNOT00000009894	Nfkbia	0.934	0.004237	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha
ENSRNOT00000024947	Tubb6	0.757	0.004794	Tubulin, beta 6 class V
ENSRNOT00000073330	Apod	1.097	0.005026	Apolipoprotein D
ENSRNOT00000082146	Il1r1	0.878	0.006134	Interleukin 1 receptor, type I
ENSRNOT00000071060	Pak2	-1.317	0.006965	P21 protein (Cdc42/Rac)-activated kinase 2
ENSRNOT00000056414	Col6a6	0.922	0.008089	Collagen, type VI, alpha 6
ENSRNOT00000000792	Egr2	1.181	0.008351	Early growth response 2
ENSRNOT00000024011	Klf15	0.938	0.008817	Kruppel-like factor 15
ENSRNOT00000026186	Sult1a1	0.879	0.009924	Sulfotransferase family, cytosolic, 1A, phenol-preferring, member 1
ENSRNOT00000077894	Fosl2	0.954	0.009924	FOS-like antigen 2
ENSRNOT00000021403	Nabp1	0.925	0.009924	Nucleic acid binding protein 1
ENSRNOT00000024283	Cryba2	-1.268	0.009924	Crystallin, beta A2
ENSRNOT00000005797	Dlx3	-1.265	0.010100	Distal-less homeobox 3
ENSRNOT00000012463	Map3k6	0.828	0.015538	Mitogen-activated protein kinase kinase kinase 6
ENSRNOT00000025856	Ch25h	1.042	0.017358	Cholesterol 25-hydroxylase
ENSRNOT00000074993	Lrg1	1.094	0.019213	Leucine-rich alpha-2-glycoprotein 1
ENSRNOT00000063831	Zswim8	1.056	0.019213	Zinc finger, SWIM-type containing 8
ENSRNOT00000035123	Tmem252	1.196	0.020854	Transmembrane protein 252
ENSRNOT00000000628	Cdkn1a	1.030	0.020854	Cyclin-dependent kinase inhibitor 1A
ENSRNOT00000077727	Pla1a	1.058	0.021155	Phospholipase A1 member A
ENSRNOT00000010084	Mafa	-0.642	0.021502	MAF bZIP transcription factor A
ENSRNOT00000026558	Ackr3	0.678	0.022403	Atypical chemokine receptor 3
ENSRNOT00000050227	P2ry6	1.176	0.024179	Pyrimidinergic receptor P2Y6
ENSRNOT00000023488	Gja5	1.156	0.024179	Gap junction protein, alpha 5
ENSRNOT00000057136	Per1	0.714	0.024179	Period circadian regulator 1
ENSRNOT00000070792	Tnfaip6	1.146	0.028773	TNF alpha induced protein 6
ENSRNOT00000006070	Dcn	0.857	0.028773	Decorin
ENSRNOT00000031701	Rnf122	0.842	0.028773	Ring finger protein 122
ENSRNOT00000021353	Lrp4	0.729	0.035766	LDL receptor related protein 4
ENSRNOT00000014388	Col8a2	0.663	0.035766	Collagen type VIII alpha 2 chain
ENSRNOT00000006188	Myc	0.932	0.035766	MYC proto-oncogene, bHLH transcription factor
ENSRNOT00000015705	Lrfn2	-0.823	0.035906	Leucine rich repeat and fibronectin type III domain containing 2
ENSRNOT00000003940	Socs3	1.025	0.035906	Suppressor of cytokine signaling 3
ENSRNOT00000001916	Serpine1	1.086	0.035906	Serpin family E member 1
ENSRNOT00000086350	Inhbb	-0.698	0.035906	Inhibin subunit beta B
ENSRNOT00000013284	Piwil2	-0.735	0.035906	Piwi-like RNA-mediated gene silencing 2
ENSRNOT00000067391	Mt2A	1.084	0.036556	Metallothionein 2A
ENSRNOT00000073595	LOC688459	1.078	0.041160	Hypothetical protein LOC688459
ENSRNOT00000017065	C1qc	0.928	0.042207	Complement C1q C chain
ENSRNOT00000026408	Agpat2	0.735	0.042458	1-acylglycerol-3-phosphate O-acyltransferase 2
ENSRNOT00000029431	Cep76	0.786	0.047454	Centrosomal protein 76

## Discussion

TKA is the final option to decrease pain and improve mobility for patients with end-stage OA. However, TKA surgery induces acute postoperative pain that is higher than for other joints such at the hip [37]. The development of new pain management strategies for TKA patients necessitates an understanding of the mechanisms underlying acute post-TKA pain. Toward this end, we developed a rat TKA model that displays acute postoperative pain and assessed the corresponding DRG transcriptomic signatures.

TKA is an invasive procedure that requires removal of femoral and tibial condyles (cartilage and significant portions of the subchondral bone), intramedullary reaming, and implantation of metallic prosthesis (press-fit or cemented), as well as tensioning and reconstruction of the joint capsule. While several rat models of knee arthroplasty have been reported [14–16], as well as a few less invasive models of knee surgery [29,31], none of these models have been shown to replicate the acute postoperative pain and restoration of function as observed clinically [38–40]. Our TKA model mimics the clinical procedure: trimming of the tibial and femoral condyles, intramedullary drilling and reaming, implantation of tibial and femoral prostheses, as well as reconstruction of the knee joint. Radiographic imaging confirmed proper positioning of tibial and formal prostheses in full extension and flexion and restoration of normal range of motion within 35 days (Fig 2I and 2J, S4 Video).

The postoperative period in TKA patients is characterized by an acute inflammatory phase and acute pain at rest and upon ambulation that gradually recovers. Our model reflects these clinical observations as TKA was accompanied by elevated IL-6 and TNFα levels and functional deficits consistent with acute postoperative pain. Morris et al. reported a similar pattern of elevated IL-6, though not to a significant degree, following knee surgery in rats [17]. The animals were observed initially limping and then gradually recovered normal gait, confirming that rats subjected to TKA regained normal knee loading and function. We employed multiple behavioral outcomes to assess postoperative pain and function, with each exhibiting distinct recovery kinetics. The rate of functional recovery for this TKA model is slower compared to less severe models of knee surgery [29,31], which typically exhibit functional recoveries within a week. However, complete functional recovery is demonstrated within five weeks, in contrast to a recent model that exhibited continued functional deficits at 3 months [14]. We developed our model in healthy rats and subsequently ascertained any potential postoperative differences in rats with preexisting OA. This comparison revealed that the magnitude and recovery kinetics were largely similar between the two groups, with the sole exceptions of a greater loss of SFI in the OA group at day 7 and prolonged deficits in stride length until day 14.

Following TKA surgery, the rats responded to clinically utilized perioperative analgesics, although it is notable that neither morphine nor ketorolac fully restored incapacitance to baseline levels when used individually or when co-administered. These results are consistent with clinical reports of acute post-TKA pain, which persists despite the use of multimodal analgesia [7–10]. Interestingly, one of the previously described knee surgery models was characterized by full reversal of pain-associated behaviors using the same analgesics [29]. However, as this model does not involve the placement of implants, it likely induces less severe acute postoperative pain compared to TKA surgery [7–10]. Our results for gabapentin were partially consistent with clinical findings reporting limited or no efficacy of gabapentin in treating post-TKA pain [34,35]. Specifically, gabapentin improved SFI while it failed to alter incapacitance, suggesting that incapacitance may be a more appropriate surrogate for acute post-TKA pain in this model.

Subsequently, we leveraged our model to identify differentially regulated molecular pathways in DRGs after TKA, selecting a 24h time point to reflect acute postoperative pain. Transcripts associated with inflammation, cytokine signaling, MAPK pathway, and transcription factors were enriched in our analysis. Utilizing established single-cell DRG RNA-seq datasets, it is likely that these transcripts originate from macrophages and Schwann cells, both of which release cytokines and chemokines and are implicated in the pathogenesis of pain [41–43]. This is consistent with previous work demonstrating that depletion of myeloid cells (including macrophages) alleviates postoperative pain hypersensitivity [43]. A subset of differentially regulated transcripts observed in our study (e.g., C1qc) are likewise altered in other pain models [44]. 

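*C1qc* (ENSRNOT00000017065), a complement component made by macrophages, was at 25.3 ± 13.0 CPM (SD, n = 6) in TKA rats and 11.0 ± 4.23 CPM (SD, n = 6) in sham rats. The log2 fold-change was 1.20 (standard error 0.32, adjusted p = 0.441 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 of 6 TKA rats were above all 6 sham rats (exact permutation test, two-sided, p = 0.00433). TKA rat 2, at 50.7 CPM, was far above the other TKA rats, and without it the log2 fold-change was 0.86.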

Interestingly, the endogenous opioid scavenger Ackr3 [45] was upregulated in TKA rats, and it is tempting to speculate that this may reflect reduced endogenous opioid tone leading to enhanced pain sensitivity.

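*Ackr3* (ENSRNOT00000026558) was at 18.4 ± 4.37 CPM (SD, n = 6) in TKA rats and 11.0 ± 1.56 CPM (SD, n = 6) in sham rats, with all 6 TKA rats above all 6 sham rats. Its log2 fold-change of 0.75 (standard error 0.17) had an adjusted p-value of 0.325 in edgeR's quasi-likelihood test and stayed between 0.62 and 0.82 with each rat left out in turn. With the mean neurofilament level as a covariate, chosen after the data were seen, it was 0.40. That level was itself lower in TKA rats, so part of an effect of TKA can be taken out with it. Naive rats, at 10.5 ± 4.06 CPM (SD, n = 6), differed little from sham rats in their mean. They reached 16.3 CPM, and only 3 of 6 TKA rats were above all naive rats. These counts are of mRNA, and opioid peptides were not measured in them.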

A recent study of the DRG proteome identified 44 proteins differentially regulated following plantar incision in mice [46], with Annexin A1 emerging as a potential mediator of pain. Surprisingly, there was no overlap between the post-incisional proteomic profile and our transcriptomic results, suggesting that TKA and plantar incision induce distinct changes in gene expression. Furthermore, it should be noted that our sham condition involved anesthesia, skin incision, and suturing, while the proteomic study employed anesthesia alone. Indeed, when comparing the transcriptome of TKA rats to naive controls, 342 transcripts were differentially regulated, including Annexin A1 (S1 Table). Collectively, our results identify transcripts and molecular pathways that are upregulated in response to TKA surgery and highlight the potential roles for macrophages and Schwann cells in acute postsurgical pain.

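Between TKA and naive rats, 15170 transcripts were tested, and 13 passed both thresholds in edgeR's quasi-likelihood test, all of them higher in TKA rats. In all, 2605 had an unadjusted p-value under 0.05. The alternative that moved this count most was DESeq2 without a prior on the fold-change, which called 449. Leaving out 1 rat gave from 3 (without TKA rat 1, naive rat 5, or naive rat 6) to 113 (without TKA rat 2). The lowest adjusted p-value, 0.000392, was that of *Zfp36*, whose log2 fold-change against naive rats was 1.48 (standard error 0.13). *Tubb6* (ENSRNOT00000024947) was at 42.1 ± 8.01 CPM (SD, n = 6) in TKA rats and 19.9 ± 2.08 CPM (SD, n = 6) in naive rats. *Vgf* (ENSRNOT00000041808), a neuropeptide precursor, was at 103.9 ± 41.9 CPM (SD, n = 6) against 29.8 ± 2.33 CPM (SD, n = 6). *Htr2b* (ENSRNOT00000023829) had no counts in the naive rats and was at 1.77 ± 1.12 CPM (SD, n = 6) in TKA rats. Annexin A1 (*Anxa1*, ENSRNOT00000023664) was at 91.3 ± 20.8 CPM (SD, n = 6) in TKA rats and 55.1 ± 6.62 CPM (SD, n = 6) in naive rats, a log2 fold-change of 0.73 (standard error 0.14, adjusted p = 0.0923 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 TKA rats were above all 6 naive rats (exact permutation test, two-sided, p = 0.00216). Across 12 alternatives its adjusted p-value lay between 0.00181 and 0.280, and 4 of the 12 called it. With 1 rat left out, edgeR called it without TKA rat 2 (adjusted p = 0.0234) and without TKA rat 5 (adjusted p = 0.0391), and did not in the other 10 fits (up to 0.234).

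**Figure D4:**
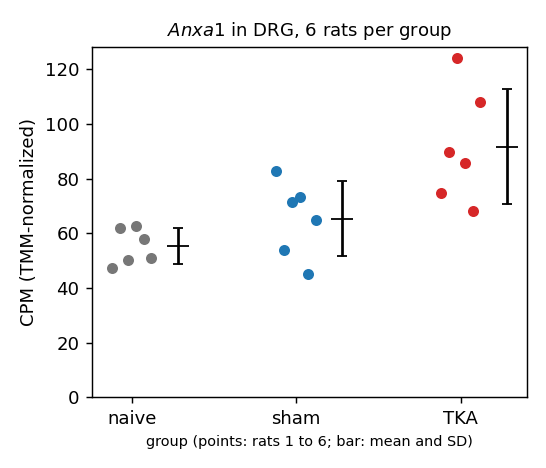
*Anxa1* in CPM (vertical axis) in naive, sham, and TKA rats, normalized over all 18 rats. Points are rats and bars are the mean and SD of 6 rats, and the TKA rats (up to 124 CPM) lie above the naive rats (47.5 to 62.7 CPM) and overlap the sham rats (45.3 to 82.8 CPM).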

The ability of this model to replicate TKA surgery and underlying OA pathology while controlling variables such as age, sex, weight, and disease status, may make it a valuable tool to investigate clinical questions regarding post-TKA pain and functional outcomes. This model can also serve as a platform to evaluate novel analgesics and interventions to enhance recovery after surgery. One limitation of the current study is the use of rats as a model system, a quadruped with differing gait patterns compared to humans. Additionally, as the rats preferentially maintained their hind limbs that underwent TKA in an elevated position for several days after surgery, it was not possible to assess evoked pain responses such as paw withdrawal in response to mechanical or thermal stimuli.

## Conclusions

We developed a rat TKA model that closely replicates the intraoperative procedures performed during clinical TKA surgery. The model results in postoperative changes in behavior and gait that return to baseline within five weeks. We further show that it can be used to assess postoperative behaviors indicative of pain to evaluate analgesic efficacy. Lastly, our model provides access to postoperative tissues, such as DRGs, to elucidate how changes in gene expression may impact postoperative pain and recovery.

## Supporting information

S1 Table Comparison of DRG transcript levels between TKA and Sham, TKA and naïve, and Sham and naïve groups 24h after TKA or Sham surgery. (XLSX) Click here for additional data file.

S1 Video TKA positioning and range of motion. Video fluoroscopy showing the positioning of the femoral and tibial prostheses through the full range of motion immediately post-implantation.
(MP4) Click here for additional data file.

S2 Video Normal gait at baseline. (MP4) Click here for additional data file.

S3 Video Gait on day 2 after TKA. (MP4) Click here for additional data file.

S4 Video Gait on day 35 after TKA. (MP4) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

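RNA was sequenced from lumbar DRGs of 18 rats, 6 naive, 6 sham, and 6 TKA, the operated rats 24 h after surgery. Each rat was taken as 1 sample, and its group, number, and sex were taken from the sample labels and the methods. Every column of the deposited table carried the name of 1 rat.

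The authors made paired-end reads of 150 bp, aligned them to the rat genome (rn6) with HISAT2, and deposited raw counts per Ensembl transcript from featureCounts, without normalization. The authors then tested these counts with DESeq2 and called transcripts at an adjusted p-value under 0.05 and a fold-change of at least 1.5. Version numbers, the annotation release, and the settings for strand and overlapping features are not named in the text of the paper. Reads shared by isoforms of a gene, by near-identical genes, or by overlapping genes can be split or lost in such counts, so values of single transcripts of genes with several isoforms are uncertain.

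The count table held 41078 transcripts and no gene names. Names came from Table 1 and from the copy of the S1 Table used here, which together named 3837 transcripts, all of them found in the count table. That copy is shortened. It held 1999 of 28134 transcripts for sham against naive rats, 1998 of 28133 for TKA against sham rats, and 397 of 28134 for TKA against naive rats. Of the transcripts past both thresholds of the paper, it held 282 of the 342 for TKA against naive rats and the 56 of Table 1. The gene table at hand (assembly GRCr8) did not list Ensembl transcripts and was not used to name them. For the same reason counts were not summed per gene, and no coordinates are given.

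Total counts per rat ranged from 20230562 to 29343899. The 2 most alike libraries, naive rat 2 and sham rat 2, had a chi-square of 13.3 per degree of freedom over their transcripts against a median of 37.7 over all pairs, so no 2 rats had the same counts.

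Each pair of groups was fitted alone with edgeR 4.0.16 in R 4.3.3. Transcripts were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood F test was run on the group term with Benjamini-Hochberg adjustment. Standard errors are the log2 fold-change divided by the square root of F. The smallest p-value of an exact permutation test of 6 rats against 6 is 0.00216. Log2 CPM used a prior count of 2. Levels of all 3 groups together (plots and values of single rats) were scaled over 18 rats, and levels in a comparison were scaled over its 12 rats. The interaction of sex and surgery was tested in the same way with sex as labelled. Separation of whole profiles was tested with a pseudo-F statistic on Euclidean distances over all 924 splits of 12 rats.

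The transcripts named are those of Table 1 and those named in the results and discussion, the 5 with the lowest adjusted p-value and the 5 with the largest fold-change among those called in a comparison, *Alkal2*, *Vgf*, and *Pak2*, which the S1 Table lists with *Ccl2* in sham against naive rats, and members of cell type and response lists. This rule, the tests, and the alternatives were set before the data were examined, except where the text says that a choice was made afterwards. The text gives full statistics for only some of the transcripts that the rule covers. Where a symbol had several transcripts and neither Table 1 nor the S1 Table singled out one, the one with the highest mean count was used.

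The alternatives were DESeq2 1.42.0 with and without a prior on the fold-change, limma 3.58.1 voom with sample quality weights, DESeq2's size factors in edgeR (RLE), no filter on low counts, a mean of at least 50 counts, a robust fit, sex as a covariate, all 3 groups in one fit, the rat number as a block, no fold-change threshold, and each rat left out in turn. After the data were seen, the mean log2 CPM of *Nefl*, *Nefm*, and *Nefh* as a covariate and TKA rat 4 entered as male in the sex covariate were added. On simulated counts with the means and library sizes of these rats and 200 of 13004 transcripts changed, edgeR recovered 174, DESeq2 with a prior 166, and voom 169. With no transcript changed, each of these 3 made 0 calls.

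Gene set tests were planned over 23 lists written before the data were examined. They were not run, because the names come from the top of sorted tables and only 1 of the 23 lists had at least 80% of its members named. The gene set enrichment and the single-cell lookup of the paper were not repeated here. Behavior, cytokines, and histology were not analysed here. Results that rest on some genes are not reported here.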

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

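The tests of explanations in this part were chosen after the values were seen. The highest and the lowest rat of a group of 6 were compared with the nearest of the others in 87 groups of values. In 10 of them 1 rat stood far from the others, where chance gives about 4.35.

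TKA rat 2 accounted for 6 of the 10. It lay at 186 on the first principal component, with the next TKA rat at 42.3. Its *C1qc* was high at 5.67 log2 CPM (next 4.52). Its *Vgf* was low at 5.22 log2 CPM (next 6.54), as were *Ccl2* at -0.72 (next 4.94), *Alkal2* at -3.52 (next 4.93), and *Calca* at 6.14 (next 8.84). *Calca* encodes the peptide CGRP of sensory neurons. The same rat had *Acta1*, a transcript of skeletal muscle that the paper does not discuss, at 6010 CPM, where naive and sham rats reached at most 400 CPM and no other rat exceeded 647 CPM. TKA rats 3 and 6 were also above all naive and sham rats in *Acta1*, at 647 and 639 CPM. Their *Mb*, at 107 and 102 CPM, was too, where naive and sham rats reached at most 31.8 CPM. Their *Ckm* and *Mylpf* lay in the range of naive and sham rats. A candidate explanation for TKA rat 2 is RNA from skeletal muscle in its sample. The other 3 named muscle transcripts, *Ckm*, *Mb*, and *Mylpf*, were all 3 highest in TKA rat 2. Only 4 of the 10 genes of that list had a name, and naive and sham rats also had counts on them. This does not show why neuronal transcripts were low, and a biological difference of this rat stays open and was not tested.

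TKA rats 2 and 6 had the lowest *Nefl*, *Nefm*, and *Nefh*, the neurofilament transcripts of neurons, of the 18 rats. *Nefl* was at 5759 CPM in rat 2 and 7495 CPM in rat 6, where naive and sham rats lay between 12544 and 15828 CPM. TKA rats 1 and 5 were also low, by less. Their mean log2 levels of the 3 transcripts were 13.205 and 13.282, where the lowest naive or sham rat was at 13.466. The tables argue against library size, since total counts and the mean neurofilament level had a Spearman rho of -0.032 across the 18 rats (permutation p = 0.900, Pearson r = 0.0456, permutation p = 0.847, both 0.900 after adjustment over the 2 relations). Without the 2 rats farthest from the median total, r was 0.0584. Counts from whole ganglia do not separate fewer neurons from less of these transcripts per neuron. *Calca* was at 70.4 CPM in rat 2 but at 459 CPM in rat 6, where naive and sham rats lay between 421 and 629 CPM. In TKA rats 1 and 5 it was at 700 and 657 CPM. This 1 transcript does not decide the share of neurons. More nerve tissue in the samples of rats 2 and 6 is a candidate explanation, which was not tested for rats 1 and 5. Of 8 named transcripts from a list of myelinating Schwann cell genes, 7 had rats 2 and 6 as the highest of 18. A response of Schwann cells to TKA stays open. The median of the 8 lay above all naive and sham rats in 2 of 6 TKA rats, which neither requires nor excludes it. A lower share of neurons alone also stays open. It would raise satellite glia as much as Schwann cells, and 2 of the 3 named transcripts of the satellite glia list were compared with the median of the 8. In rat 2 the median rose by 2.68 log2 units more than *Fabp7* but by 0.50 more than *Glul*, and in rat 6 by 2.92 and 1.34 more. The SD of this gap over the 12 naive and sham rats was 0.425 for *Fabp7* and 0.398 for *Glul*, so the 2 transcripts point to different answers in rat 2.

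In the library labelled female TKA rat 4, 3472 counts fell on 3 transcripts that were picked in the 12 naive and sham rats for being present in males only. Rats labelled male had between 3097 and 5025 counts on them, and the other rats labelled female had at most 1. The 3 transcripts picked in the same 12 rats for being present in females only had 0 counts in this library, where the other rats labelled female had between 426 and 955 and rats labelled male at most 10. The absence of these counts argues against male RNA mixed into a female sample. A sex label or sample that was exchanged is a candidate explanation, and the 3472 counts lie in the range of males. Which of these happened cannot be seen from the counts. If the sample itself was exchanged, its group could also be in question, but its *Zfp36* was above all naive and sham rats, as in the other 5 TKA rats. The sex covariate and the interaction tests used the label as given.

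The other rats that stood apart showed no common pattern, and no explanation was tested for them. *Dhrs2* was at -3.52 log2 CPM in naive rat 6 (next 0.25), *Ifitm3* at 4.47 in sham rat 1 (next 5.03), *Fabp7* at 5.10 in sham rat 2 (next 5.49), and *Zfp36* at 6.15 in TKA rat 3 (next 5.75).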

How the results depend on the processing

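The alternatives with the neurofilament level as a covariate and with TKA rat 4 entered as male were chosen after the data were seen.

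Between TKA and sham rats, 0 transcripts were called by edgeR, with 1355 at an unadjusted p-value under 0.05. The count was also 0 with RLE normalization, no filter, a mean of at least 50 counts, a robust fit, sex as a covariate, no fold-change threshold, and in the 12 fits that each left out one replicate (from 0 to 0, with 975 to 1659 at an unadjusted p-value under 0.05). It was 68 with DESeq2 without a prior, 58 with DESeq2 with a prior, 1 with limma voom with sample quality weights, and 11 with all 3 groups in one fit. The cause was not tested. The simulated data had calls at this sample size, but their spread came from the sham rats alone and their changes were 2-fold or 4-fold. They therefore do not tell whether the number of rats set the count to 0 here. The 11 and the 1 were all among the 56 of Table 1. The direction of the 56 was that of Table 1 under each alternative that tested them (52 tested with a mean of at least 50 counts).

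Between TKA and naive rats, 13 transcripts were called. The count was 12 with RLE, 15 with no filter, 13 with a mean of at least 50 counts, with a robust fit, and with no fold-change threshold, and 11 with sex as a covariate. It was 449 with DESeq2 without a prior, 352 with DESeq2 with a prior, 123 with limma voom with sample quality weights, and 116 with all 3 groups in one fit. The cause was not tested. Of the 13, DESeq2 with a prior also called 12, voom 11, and the fit of 3 groups 13. The count ranged from 3 to 113 across the 12 fits that each left out one replicate. It was 113 without TKA rat 2, 36 without TKA rat 5, 9 without naive rat 1 or TKA rat 3, 7 without naive rat 4, 6 without naive rat 2 or TKA rat 4, 4 without naive rat 3 or TKA rat 6, and 3 without TKA rat 1, naive rat 5, or naive rat 6.

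Between sham and naive rats, 0 transcripts were called, with 625 at an unadjusted p-value under 0.05. DESeq2 without a prior called 5. Every other alternative run gave 0, as did the 12 fits that each left out one replicate (from 0 to 0, with 509 to 854 at an unadjusted p-value under 0.05). The cause was not tested.

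The interaction of sex and surgery gave 0 calls between TKA and sham rats (485 at an unadjusted p-value under 0.05) and 0 between TKA and naive rats (795 at an unadjusted p-value under 0.05). DESeq2 without a prior gave 14 and 25. With TKA rat 4 entered as male, it gave 4 and 11, so the calls went in part with this rat's sex label. No other cause was tested. Leaving out one replicate gave from 0 to 0 in both (400 to 771 and 613 to 1231 at an unadjusted p-value under 0.05).

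The pseudo-F of 1.21 for TKA against sham rats stayed on the same side of 0.05 under every alternative. It was 1.15 on the most variable transcripts alone, 1.16 with a prior count of 0.5, 1.97 with 1 minus Spearman correlation, 1.40 centred within sex, and 1.31 with a mean of at least 50 counts. It ranged from 1.03 to 1.38 when one replicate was left out, with exact permutation p-values from 0.0996 to 0.357.

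The rat number does not pair the samples. Same-numbered rats had correlations of their deviations from the group means between -0.05 and 0.219. With the replicate block, the count was 0 for TKA against sham, 1 for TKA against naive, and 0 for sham against naive rats.

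With the mean level of *Nefl*, *Nefm*, and *Nefh* as a covariate, the count was 0 for TKA against sham rats (859 at an unadjusted p-value under 0.05), 39 for TKA against naive rats, with 6 of the 13 among them, and 0 for sham against naive rats (741 at an unadjusted p-value under 0.05). The cause was not tested. With TKA rat 4 entered as male in the sex covariate, the counts were 0 for TKA against sham and 11 for TKA against naive rats.

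For 26 results of single transcripts, 619 values were computed under the alternatives. None reversed. In 555 the side of the thresholds was the same, 48 passed them where edgeR's fit did not, and 16 no longer passed.

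Sums of counts per gene and the gene list tests, with their alternatives, were not run, since too few transcripts had a gene name. Total counts of at least 20230562 per rat do not limit the abundant transcripts. Transcripts near 1 CPM, such as *Dhrs2* and *Pak2*, rest on few counts in some rats.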

Differences from the paper's values

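The paper gives 56 transcripts past both thresholds between TKA and sham rats, and edgeR's fit gave 0. Of the alternatives set before the data were examined, DESeq2 without a prior (68) and with a prior (58) came within 1.5 times of the paper's count, and the others did not. DESeq2 with a prior called all 56 transcripts of Table 1, DESeq2 without a prior 55 of them, all 3 groups in one fit called 11 of them, and limma voom called 1.

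The paper gives 342 transcripts between TKA and naive rats, and edgeR's fit gave 13. DESeq2 without a prior (449) and with a prior (352) came within 1.5 times of the paper's count, and the others did not. *Anxa1*, which the paper counts among them, passed both thresholds with DESeq2 with and without a prior, limma voom, and all 3 groups in one fit, and did not in edgeR's fit (log2 fold-change 0.73, higher than the naive mean in 6 of 6 TKA rats, adjusted p = 0.0923, from 0.00181 to 0.280 over the alternatives). It passed in edgeR's fit without TKA rat 2 (adjusted p = 0.0234) or without TKA rat 5 (adjusted p = 0.0391).

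The paper gives 1 transcript, *Ccl2*, as raised in sham against naive rats, and edgeR's fit gave 0. None of the alternatives set before the data were examined gave 1. DESeq2 without a prior called 5, with *Ccl2* among them. DESeq2 with a prior gave 4 at an adjusted p-value under 0.05 and none of them past a fold-change of 1.5, with *Ccl2* at a log2 fold-change of 0.58 where the threshold is 0.585. The paper's S1 Table also lists *Alkal2*, *Vgf*, and *Pak2* under an adjusted p-value of 0.05.

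The log2 fold-change differed from the paper's by more than the larger standard error for 22 of 60 transcripts compared, all in the same direction as the paper's. Between TKA and sham rats it was -3.18 for *Dhrs2* (the paper's is -1.742), -2.40 for *Cryba2* (the paper's is -1.268), -2.85 for *Dlx3* (the paper's is -1.265), 2.53 for *P2ry6* (the paper's is 1.176), 2.06 for *Tnfaip6* (the paper's is 1.146), and 1.74 for *LOC688459* (the paper's is 1.078). For these, DESeq2 with a prior came within that error of the paper's value, and the other alternatives set before the data were examined did not. It was 1.50 for *Apold1* (the paper's is 1.198). There, DESeq2 with a prior, limma voom, and the fit with sex as a covariate came within that error of the paper's value, and the other alternatives set before the data were examined did not. It was 1.78 for *Steap4* (the paper's is 1.285), 1.67 for *Egr2* (the paper's is 1.181), 1.53 for *Lrg1* (the paper's is 1.094), 1.44 for *Pla1a* (the paper's is 1.058), and 1.72 for *Mt2A* (the paper's is 1.084). For these, DESeq2 with a prior, limma voom, and the fit with the replicate block came within that error of the paper's value, and the other alternatives set before the data were examined did not. It was -1.99 for *Zmiz2* (the paper's is -1.343), -2.57 for *Pak2* (the paper's is -1.317), 2.76 for *Tmem252* (the paper's is 1.196), and 1.95 for *Gja5* (the paper's is 1.156). For these, DESeq2 with a prior and limma voom came within that error of the paper's value, and the other alternatives set before the data were examined did not. It was 1.42 for *Zswim8* (the paper's is 1.056). There, DESeq2 with a prior, limma voom, the fit with the replicate block, and the fit with sex as a covariate came within that error of the paper's value, and the other alternatives set before the data were examined did not. It was 1.46 for *Socs3* (the paper's is 1.025). There, DESeq2 with a prior and the replicate block came within that error of the paper's value, and the other alternatives set before the data were examined did not. 

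Between sham and naive rats it was 2.45 for *Alkal2* (the paper's is 0.5225), 1.00 for *Ccl2* (the paper's is 0.5813), 0.80 for *Vgf* (the paper's is 0.5294), and 3.30 for *Pak2* (the paper's is 0.3608), with the paper's values from its S1 Table. DESeq2 with a prior reached all 4, and for *Ccl2* all 3 groups in one fit came within the error as well, and the other alternatives set before the data were examined did not. Over the 1998 transcripts of the S1 Table copy for TKA against sham rats, the log2 fold-change of DESeq2 with a prior differed from the paper's by at most 4.9e-06.

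The paper states that the global transcriptomes of TKA and sham rats differed in the heat map, and the pseudo-F of 1.21 had an exact permutation p of 0.175.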

Other observations

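The splits with edgeR were part of the design, and the splits with DESeq2 and the other tests in this part were chosen after results were seen. Splits of the same rats into other groups of 6 show what the counts give without the real groups. Between TKA and sham rats, 100 of 100 splits gave at least the 0 calls of edgeR, and 9 of 100 gave as many transcripts with an unadjusted p-value under 0.05 as the real split (1355, against a median of 542 in the other 99). With DESeq2 with a prior, 3 of 40 splits gave as many calls as the 58 of the real split, and the highest of the other 39 gave 105. Between TKA and naive rats, only the real split, 1 of 100, gave as many as 13 calls, only it, 1 of 100, gave as many as 2605 transcripts with an unadjusted p-value under 0.05, and 1 of 40 gave as many as the 352 calls of DESeq2 with a prior. Between sham and naive rats, 100 of 100 splits gave at least 0 calls, and 42 of 100 gave as many as 625 transcripts with an unadjusted p-value under 0.05. For the interaction of sex and surgery, 100 of 100 splits within sex gave at least the 0 calls of the real groups, against sham and against naive rats alike. Where the real groups gave 0 calls, every split gives at least as many, so these counts of splits say nothing about the groups.

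The calls of DESeq2 for the interaction of sex and surgery went in part with the library labelled female TKA rat 4. With this rat entered as male, DESeq2 made 4 calls in place of 14 against sham rats and 11 in place of 25 against naive rats, which is consistent with its sex label as a source of calls. Of the calls as labelled, 3 were also made in each comparison with the rat entered as male, and 3 of the 14 and 1 of the 25 were among the transcripts picked for their presence in one sex.

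The low neurofilament levels of some TKA rats raise the question whether the make-up of the samples made the changes of Table 1. Against sham rats, the log2 fold-changes in TKA rats were -0.44 for *Nefl*, -0.48 for *Nefm*, and -0.47 for *Nefh*. A fit that holds these levels fixed can therefore also take out part of an effect of TKA. With the mean level of *Nefl*, *Nefm*, and *Nefh* as a covariate, all 56 transcripts kept the direction of Table 1, and 43 of the 56 changed less than without it. The median absolute log2 fold-change was 0.82 with the covariate and 1.14 without it. For 27 of the 56, the change stayed past 1.5-fold by more than its standard error. These 27 were picked by that rule, so passing it cannot count against an explanation of them. For the 27, this fit leaves open whether samples with low neurofilament levels were the whole cause. The other 29 were compared in TKA rats 3 and 4, the 2 TKA rats whose neurofilament levels lay in the range of naive and sham rats. The muscle transcripts *Acta1* and *Mb* were above all naive and sham rats in rat 3 but not in rat 4. The median shift of the 29 from the sham mean to the side of Table 1 was 0.73 log2 units in rat 3 and 0.59 in rat 4. All 29 were on that side in both rats, against medians from -0.09 to 0.15 in the 12 naive and sham rats. This argues against samples with low neurofilament levels as the whole cause of the 29 as a set. A part in these changes stays open, and so does the way they were picked, since the paper chose the transcripts on the same rats, which by itself raises such shifts.

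The 56 transcripts of Table 1 were also compared between TKA and naive rats. Of the 55 tested there, 54 changed in the direction of Table 1. These comparisons share the TKA rats, and in 100 simulations without any change a top list of 56 had the same direction in 51.7 on average and in at most 55, so the 54 are not independent evidence. All 47 raised transcripts had an unadjusted p-value under 0.05 against naive rats. *Pak2*, which Table 1 gives as lower in TKA than in sham rats, was higher in TKA than in naive rats by a log2 fold-change of 0.74 (unadjusted p = 0.165). It was at 6.19, 8.75, and 8.92 CPM in sham rats 1, 3, and 6 and at most 2.42 CPM in every other rat. Of the 9 lowered transcripts, 7 were higher in sham than in naive rats in edgeR's fit.

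Transcripts of the axon injury response differed among the TKA rats. *Flrt3* was at 161 CPM in 1 TKA rat and at 16.5 CPM in TKA rat 2, where naive and sham rats lay between 20.3 and 41.4 CPM, and 4 of 6 TKA rats were above all of them. *Sox11* and *Sema6a* were likewise above all naive and sham rats in 4 of 6 TKA rats, and *Gadd45a* in 3 of 6. Against naive rats, *Sox11* had a log2 fold-change of 1.79 (adjusted p = 0.185), *Flrt3* 1.62 (adjusted p = 0.130), *Gadd45a* 1.30 (adjusted p = 0.121), and *Sema6a* 1.24 (adjusted p = 0.115), each above the naive mean in 5 of 6 TKA rats. Only 4 of the 13 genes of that list had a name, so the list was not tested. Names came from the top of sorted tables of these same rats, which favours genes that differed. The unnamed genes of the list may not have changed. *Gfap* was at 1015 CPM in TKA rat 2 and between 39.7 and 147 CPM in the other 5 TKA rats. Naive rats lay between 14.1 and 30.1 CPM and sham rats between 13.1 and 132 CPM, and 2 of 6 TKA rats were above all naive and sham rats. No explanation was tested for these transcripts.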
